A study of Zea mays with 4 samples.

How the data were processed

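RNA was measured in 4 libraries from whole maize (Zea mays) seedlings at the V3 leaf stage, roots and shoots together, grown in a greenhouse with 14 h of light and 10 h of dark. Per the labels, 2 libraries came from the inbred line B73 and 2 from a hybrid of the lines A188 and B73, which the labels also call HiII. Each genotype has a library with the code RPI10 and a library with the code RPI11. The labels do not say whether the codes stand for separate plants, separate library preparations or sequencing indexes, so they are used here only as names of the libraries.

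Per the labels' protocols, libraries followed a modified form of CEL-Seq2. In general that method primes on the poly(A) tail, copies RNA by in vitro transcription and reads transcripts near the 3′ end. Per the same protocols, read 1 held a unique molecular identifier of 10 bp and a sample barcode of 6 bp, and read 2 held transcript sequence. The authors deposited whole-number counts per gene or locus ID in 1 table with 4 columns, 1 per library, and no normalized values. The labels do not state the aligner, the counting tool, the genome build, the annotation, or whether reads with the same identifier were collapsed before counting. Each column name matched the labels of 1 sample.

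The table had 22525 IDs, of which 151 had no count in any library. Of these IDs, 22084 begin with Zm00001d, 114 with GRMZM, 84 with 24PHAS and 67 with 21PHAS, and 167 are gene symbols. A RefSeq gene table of the assembly Zm-B73-REFERENCE-NAM-5.0 matched 128 IDs by symbol or synonym and 0 of the Zm00001d IDs. For that reason IDs are given as deposited, without coordinates, and no Zm00001d ID is given a gene name. The 4 gene sets planned by gene description (photosynthesis, ribosomal proteins, heat shock proteins and histones) were not run, since no table used here gives descriptions for these IDs.

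Counts were tested with edgeR 4.0.16 in R 4.3.3. IDs were kept by filterByExpr with its default minimum count of 10, which left 3282 IDs. Library sizes were scaled with the trimmed mean of M-values (TMM). The quasi-likelihood test (glmQLFit, glmQLFTest) compared the hybrid with B73 on all 4 libraries with genotype as the only term, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Changes past 2-fold were tested with glmTreat at a log2 fold change of 1. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of the F statistic. CPM values in the text are counts relative to the library total times its TMM factor unless stated otherwise, and are given as mean ± SD of 2 libraries. Set tests used camera and fry of limma 3.58.1 on voom values, for lists of symbols drawn up after the table had been seen. The lists were 24PHAS loci, 21PHAS loci, aquaporins, nuclear photosynthesis genes, plastid genome genes and genes listed under cell division. Fold changes within each code were computed on log2(CPM of the library total + 1).

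The design, the tests of the report, the alternatives and the rule for named genes were fixed before the data were examined, except where an alternative is described as added. The rule took, in each direction, the 2 IDs with the largest fitted fold change among those past the threshold with a mean of 10 CPM or more and with both hybrid libraries on the same side of both B73 libraries, and also the 2 most abundant IDs. Alternatives were other scalings (DESeq2 size factors within edgeR, library totals alone), other filters (none, at least 10 counts in every library), counts drawn at random to the smallest total, a threshold of 0.01, DESeq2 1.42.0 in place of edgeR, and the RPI code as a block. Drawing to equal totals after TMM scaling, removing IDs with near-identical counts, totals without the 20 most abundant IDs, and a threshold of 8-fold were added after seeing the data. Equal totals after TMM scaling means equal products of total and TMM factor. The counts drawn were therefore not equal: 275271 and 283749 in the B73 libraries, and 491783 and 469880 in the hybrid libraries. The fit was tested on simulated data: counts were drawn for the deposited IDs at the library totals with a dispersion near the fitted one and 200 IDs changed by a log2 fold of 2 in either direction. Of these, 164 were among the 2719 IDs tested in that simulation, and edgeR called 105 of them with the right sign (64.0%) and 7 unchanged IDs. DESeq2 recovered 40 and called 6 unchanged IDs. The test against 2-fold called 17 IDs in the simulated data, so it missed most of the 164. Apart from the changed IDs, the simulation gave the genotypes the same mean profile, with the same dispersion for all IDs. Equal numbers of IDs were changed up and down. It therefore does not test the TMM scaling of the deposited libraries.

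Library totals ran from 275271 to 1341976 counts. A single count was worth 3.63 CPM of the total in the shallowest library and 0.745 in the deepest. A count of 0 is read against a floor of 3 counts, which is a mean of 6.97 CPM in the B73 libraries and 3.68 CPM in the hybrid libraries on the TMM scale. These floors cover counting error only. With 2 libraries per genotype, an exact permutation test of a single value cannot give a p-value below 0.333, so single values per library are described without a test.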

Results

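Whole-seedling transcript counts were available for the inbred line B73, the source of the maize reference genome, and for a hybrid of A188 and B73, with 2 libraries of each. The B73 libraries held 275271 counts (RPI10) and 403858 counts (RPI11). The hybrid libraries held 1341976 counts (RPI10) and 883812 counts (RPI11), so the deepest library had 4.88 times the counts of the shallowest, and depth differed in the same direction as genotype. In the shallowest library the median count of the 3282 IDs tested was 8, against 25 in the deepest.

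The counts were concentrated in few IDs. The 20 most abundant IDs took 69.5% ± 0.756 of the counts in B73 and 72.3% ± 0.699 in the hybrid (SD, n = 2 libraries each). The most abundant, Zm00001d019605, took 23.5% ± 0.752 of the B73 counts and 27.2% ± 1.53 of the hybrid counts. On the TMM scale its log2 fold change was 0.94 (SE 0.37, edgeR quasi-likelihood adjusted p = 0.0511), which was not past the threshold. It passed with DESeq2 size factors in edgeR (adjusted p = 0.0255), and over the settings without a block the adjusted p ran from 0.0110 with DESeq2 to 0.727 with library totals. The next, Zm00001d029056, took 18.9% ± 0.717 of the B73 counts and 9.04% ± 1.39 of the hybrid counts. Its change on the TMM scale was -0.35 (SE 0.37, edgeR adjusted p = 0.457), whereas scaling by library totals alone gave -1.12 (edgeR adjusted p = 0.0155), so whether it changed depended on the scaling. Over the settings without a block its adjusted p ran from 0.0155 to 0.958, the latter without a filter.

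At full depth, 13626 and 15613 IDs had at least 1 count in the B73 libraries, and 16569 and 15526 in the hybrid libraries. When every library was drawn to 275271 counts, the B73 libraries had 13669 ± 60.8 detected IDs and the hybrid libraries 9824 ± 391 (SD, n = 2). Both B73 libraries then lay above both hybrid libraries, by far more than the spread within genotypes. With 2 libraries per genotype no exact permutation test of this difference can go below p = 0.333, and no other test of it was run. Drawing to equal totals after TMM scaling, an alternative chosen after seeing the data, gave 13759 ± 188.1 against 12293 ± 352. In that draw the hybrid libraries kept more counts (491783 and 469880) than the B73 libraries (275271 and 283749). Deeper sampling alone raises the number of detected IDs, so the smaller difference may come from depth.

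Libraries of the same genotype were closer to each other than to libraries of the other genotype. Over the 3282 tested IDs, the Spearman correlation across genes was 0.781 between the B73 libraries and 0.901 between the hybrid libraries. Between genotypes it ran from 0.233 to 0.279. Over the 970 IDs with at least 10 counts in every library, the correlations were 0.834 and 0.924 within genotypes and 0.563 to 0.632 between them. Over all IDs they were 0.674 and 0.753 within genotypes and 0.525 to 0.546 between them. Genes are not independent replicates, and these correlations carry no p-value. Set against counting noise alone, the chi-square statistic over IDs with at least 10 counts in the pair was 5.43 times its degrees of freedom for B73 (4002 IDs) and 11.5 times for the hybrid (6207 IDs). The ratio was above 1 in both genotypes. Separate preparations from the same plant could also give this, so the ratio does not decide whether the libraries are separate plants. The 4 libraries were kept as separate samples only because the labels give them so.

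The comparison of the hybrid with its B73 parent is the one the labels give. Of the 3282 IDs tested, 1662 (50.6%) differed at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), 829 higher and 833 lower in the hybrid. The median log2 fold change of the calls was 2.09 for higher IDs (interquartile range 1.61 to 2.78) and -2.20 for lower IDs (-3.24 to -1.64). Of these calls, 148 higher and 215 lower IDs had at most 3 counts in each library of one genotype. With those IDs set to the fold that the floor of 3 counts allows, the medians were 2.01 and -2.12. Both hybrid libraries lay outside the range of both B73 libraries, on the same side, for 2516 IDs (76.7%), where chance gives 33.3% for 2 libraries against 2. The same held for 1658 of the 1662 calls. The tool moved the count most among fits of similar or larger numbers of IDs: DESeq2, which gave an adjusted p for 4162 IDs, called 757, of which 551 were higher and 206 lower, and 738 of them were also called by edgeR.

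The balance of higher and lower IDs rested on the scaling. TMM factors were 1.31 ± 0.0281 for B73 and 0.763 ± 0.0246 for the hybrid (SD, n = 2). Scaling by library totals alone moved the log2 fold changes by a median of -0.77 and gave 450 higher and 1398 lower IDs, against 829 and 833 with TMM.

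**Figure D1:**
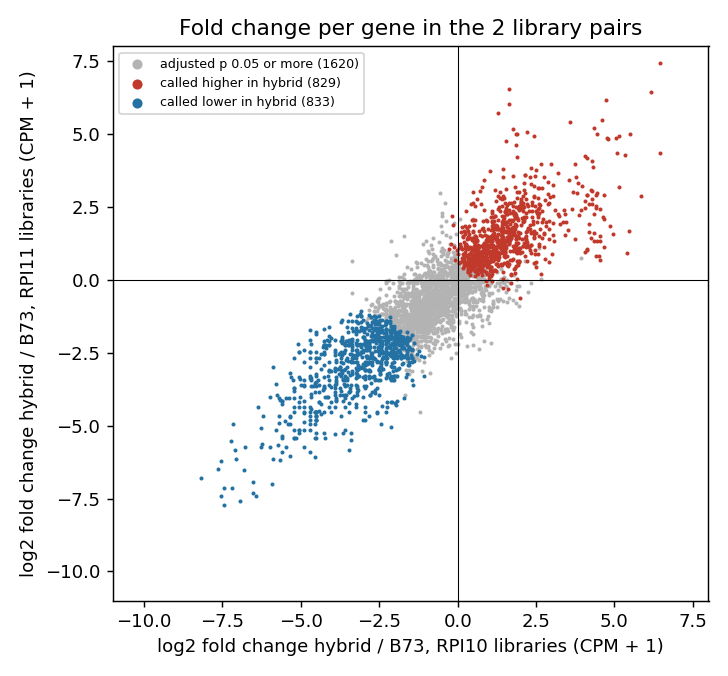
Log2 fold change of the hybrid over B73 for each of the 3282 tested IDs, from the RPI10 libraries (x axis) and the RPI11 libraries (y axis), on log2(CPM of the library total + 1). Each point is 1 ID, coloured by its call in the fit over all 4 libraries (829 higher, 833 lower); the points follow the diagonal, with a Pearson correlation across genes of 0.873.

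Fold changes were alike in the separate library pairs. The log2 ratio of hybrid to B73 within RPI10 and the same ratio within RPI11 share no library, and across the 3282 IDs they had a Pearson correlation of 0.873 and a Spearman correlation of 0.877. Relative to each pair's median, 85.9% of IDs lay on the same side in both pairs. Without a filter on low counts, over 22374 IDs, the Pearson correlation was 0.449.

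The labels describe the hybrid as an F1, and an F1 plant would hold a B73 copy of each nuclear gene, so changes past 2-fold were tested separately. The genotype of the plants was not tested. With glmTreat, 1019 IDs differed by more than 2-fold at an adjusted p under 0.05, 504 higher and 515 lower in the hybrid. With library totals the split was 210 higher and 930 lower, and at equal depth it was 141 higher and 267 lower of 1452 IDs tested. Among the 970 IDs with at least 10 counts in every library, 78 were higher and 57 lower. This last filter excludes IDs that fall near 0 in either genotype. Against an 8-fold threshold, added after seeing the data, 6 IDs were higher and 72 lower. Of the 72, 63 had at most 3 counts in each hybrid library, and 41 were more than 8-fold lower when set against that floor. The count of lower IDs was 72 with DESeq2 size factors, 126 with library totals and 21 of 22374 without a filter. It was 16 at equal depth and 43 at equal totals after TMM scaling. With at least 10 counts in every library it was 0 of 970, where 6 IDs had an unadjusted p under 0.05.

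**Figure D2:**
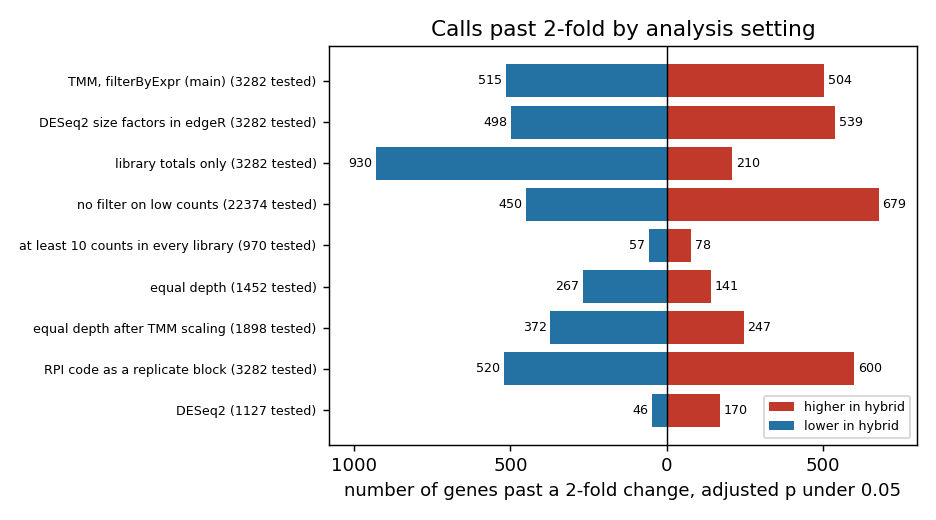
Number of IDs past a 2-fold change (x axis, higher in the hybrid to the right, lower to the left) in each analysis setting (y axis, with the number of IDs tested). The first bar pair is the main analysis with 504 higher and 515 lower IDs; library totals give 210 and 930, and DESeq2 gives 170 and 46.

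The 4 IDs named for the size of their change had no count in either library of one genotype. The bounds below hold on the TMM scale only. Scaling by library totals would lower the bounds of the IDs higher in the hybrid and raise those of the lower IDs. Zm00001d005458 had 115 and 151 counts in the hybrid libraries (167 ± 73.6 CPM, n = 2) and 0 in both B73 libraries, so it was at least 23.97-fold higher in the hybrid (edgeR adjusted p = 0.000116). Zm00001d013766 had 94 and 76 counts in the hybrid (102 ± 11.5 CPM) and 0 in B73, at least 14.7-fold higher (edgeR adjusted p = 0.000122). In the other direction, Zm00001d045201 had 51 and 69 counts in B73 (136 ± 4.86 CPM) and 0 in the hybrid, at least 36.9-fold lower there (edgeR adjusted p = 2.00e-05). Zm00001d045257 had 40 and 57 counts in B73 (109 ± 0.0927 CPM) and 0 in the hybrid, at least 29.7-fold lower (edgeR adjusted p = 2.79e-05).

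Of the 167 IDs deposited as gene symbols, 90 were tested, and 36 were higher and 17 lower in the hybrid. With library totals 25 were higher and 24 lower, so the excess of higher symbols rested on the scaling. The following were chosen after their values were seen, among those with more than 3 counts in every library. CAB1 rose from 391 ± 10.6 CPM in B73 to 1688 ± 372 in the hybrid (log2 fold change 2.05, SE 0.39, edgeR adjusted p = 0.00119). FDX2 rose from 29.0 ± 2.40 to 217 ± 40.6 CPM (2.83, SE 0.42, edgeR adjusted p = 0.000289), and rps18 from 192 ± 29.8 to 1401 ± 256 CPM (2.81, SE 0.41, edgeR adjusted p = 0.000253). SIP1-2 fell from 89.3 ± 6.61 to 7.63 ± 0.528 CPM (-3.57, SE 0.45, edgeR adjusted p = 0.000185). GAPC3 fell from 78.7 ± 8.30 to 12.5 ± 4.92 CPM (-2.74, SE 0.45, edgeR adjusted p = 0.000527), and TUBA3 from 108 ± 5.90 to 38.2 ± 10.98 CPM (-1.53, SE 0.40, edgeR adjusted p = 0.00681). These 6 kept their direction and stayed past the threshold with library totals. Symbols that belong to gene families, such as CAB1, GAPC3 and TUBA3, are uncertain where reads of near-identical copies were split or shared, which the labels do not describe.

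IDs counted in one genotype only were also compared. With at least 10 counts over the library pair of one genotype and none in the other, 90 IDs were seen in B73 only and 196 in the hybrid only. The order reversed at equal depth: with all libraries drawn to 275271 counts, 244 IDs were seen in B73 only and 23 in the hybrid only. With equal totals after TMM scaling, where more counts were kept in the hybrid libraries, the numbers were 134 and 63. Without the RPI11 library of B73 the hybrid-only number was 660, and without the RPI10 library of the hybrid it was 44.

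Between the RPI codes, with genotype left out of the model, 0 of 3282 IDs differed at an adjusted p under 0.05, and 9 had an unadjusted p under 0.05. That model counts the genotype difference as spread within each code, so it could make few calls. With genotype as a term, edgeR called 108 IDs, 37 higher and 71 lower in RPI11. Among the symbols the smallest adjusted p belonged to cemA, which had 22983 CPM in B73 and 44809 CPM in the hybrid with RPI10, and 5549 and 10528 CPM with RPI11 (log2 fold change -2.07, edgeR adjusted p = 2.94e-10). This symbol was chosen after its values were seen. The other symbols called were psbC, RPL29, psaC, ycf70, infA, rpl14, ndhH and ndhE, most of them plastid genome genes. Each was also lower in RPI11, with log2 fold changes from -1.65 (RPL29) to -0.74 (rpl14). Of the 108 calls, 106 had the same direction in both genotypes.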

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

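The comparison of genotypes kept a large number of calls in every setting, but the number and its split moved. Of IDs differing at all, against 1662 (829 higher, 833 lower in the hybrid) in the analysis reported, library totals gave 450 higher and 1398 lower, and totals computed without the 20 most abundant IDs gave 452 and 1408, so those IDs do not account for the shift. No filter gave 1353 higher IDs. A minimum of 10 counts in every library gave 426 calls (216 higher, 210 lower) of only 970 IDs tested. Equal depth gave 759 (318 and 441) of 1452 IDs, and equal totals after TMM scaling, added later, gave 1000 (441 higher) of 1898. DESeq2 gave 757 (551 and 206). A threshold of 0.01 left 551 lower IDs. Fewer IDs were tested under the strict filter and at lower depth. The cause of the difference between edgeR and DESeq2 was not tested. In simulated data with 2 libraries per group DESeq2 also called fewer changed IDs, 40 against 105. Far fewer IDs were changed there than were called here, so that comparison may not carry over. Shared calls with the reported analysis were 1637 with DESeq2 size factors in edgeR, 1283 with library totals, 1273 without a filter, 645 at equal depth and 738 with DESeq2.

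Past 2-fold, the reported 1019 calls (504 higher, 515 lower) became 210 higher and 930 lower with library totals, 135 (78 and 57) with 10 counts in every library, 408 (141 and 267) at equal depth, 619 (247 higher) at equal totals after TMM scaling, 216 (170 and 46) with DESeq2, which gave an adjusted p for only 1127 IDs in this test, and 600 (273 and 327) at a threshold of 0.01.

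With the RPI code as a replicate block, 1870 IDs were called (970 higher, 900 lower), of which 1638 were among the 1662, and 1120 were past 2-fold. Deviations of same-coded libraries from their genotype means had a correlation of 0.247 across genes. The fitted common dispersion was 0.0699 without the block and 0.0230 with it. Libraries of the same code thus shared part of their variation, which the reported fit leaves in its error. With only a pair of codes, and no label that says what they mark, these values do not show that the codes pair the samples. IDs called between codes once genotype was a term, such as cemA, may reflect a library or plant batch marked by the code, but each code has 1 library per genotype, so a library effect and a plant effect cannot be told apart. The block moved no count of IDs differing at all or past 2-fold by more than 1.5 times. Past 8-fold, it gave 11 higher and 50 lower IDs, against 6 and 72. Among the symbol lists, the plastid genome list passed the threshold with the block (fry adjusted p = 0.00197, against 0.0509), and the nuclear photosynthesis list did not (0.0543, against 0.0202). The pooled 24PHAS loci passed the test against 2-fold with the block (edgeR adjusted p = 0.0141, against 0.0749). The most abundant ID, Zm00001d019605, passed the threshold with the block (adjusted p = 9.29e-09, against 0.0110 to 0.727 in the other settings), as did Zm00001d029056 (adjusted p = 0.00297, against 0.0155 to 0.958).

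The comparison of RPI codes had 0 calls in each scaling, filter and depth setting tried, with 2 to 168 IDs at an unadjusted p under 0.05, and 108 calls (37 higher, 71 lower in RPI11) once genotype was a term. The correlation of fold changes between codes was 0.839 with a pseudocount of 0.1 and 0.449 without a filter, where most IDs hold few counts. Against counting noise alone, with 50 or more counts in the pair, chi-square was 32.1 times its degrees of freedom in B73 and 44.1 times in the hybrid.

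IDs seen in one genotype only moved with each choice tried, except that the B73-only number at equal totals after TMM scaling (134) stayed within 1.5 times of 90. With a sum of at least 5 counts there were 315 in B73 only and 628 in the hybrid only, and with at least 20 there were 28 and 51. At equal depth there were 244 and 23, and at equal totals after TMM scaling 63 in the hybrid only. Leaving out each library in turn gave from 21 to 190 in B73 only and from 44 to 660 in the hybrid only. The order of the genotypes is therefore not settled by these data.

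IDs with at least 5 counts numbered 3559 (RPI10) and 5017 (RPI11) in B73, and 7136 and 5630 in the hybrid. At equal depth the RPI11 library of B73 had 13712 detected IDs and the hybrid libraries 9547 and 10100. At equal totals after TMM scaling these were 13892, 12044 and 12542.

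For the 6 named IDs, 68 values were computed under other settings: 56 kept direction and side of the threshold or moved within the spread, 7 became past the threshold and 5 moved by more than the spread when a library was left out. No direction changed. The IDs with no count in one genotype were not tested under the filter of 10 counts in every library. Leaving out a library leaves 1 library in a genotype, so no calls were made in those settings. The 4 planned gene sets, with all their alternatives, were not run. The depth of the shallowest library, where the median tested ID had 8 counts, limits what can be said about single low IDs.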

Other observations

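Some fits used in this part, such as that at equal depth, were among the alternatives fixed before the data were examined. Except for the tests of neighbouring ID numbers and of detection without the most abundant IDs, the tests in this part were chosen only after the result was seen. This includes the tests that draw on such fits. Several of them were also redefined after a first result. The first test of a lost gene copy took the smallest number of IDs past 8-fold over all settings, which was 0, and was replaced by the number in the analysis reported. The first test of depth asked for a count within 1.5 times of that at full depth, which 267 against 515 is not, and was replaced by the share of tested IDs. The tests of the 24PHAS loci and of the lists were made stricter, from a change of any size to one past 2-fold and from unadjusted to adjusted p-values. The test of near-identical counts was given a new criterion after the first gave no more pairs than the highest redraw.

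The number of IDs lower in the hybrid by more than 2-fold (515) stands out, because an F1 plant, as the labels describe the hybrid, would keep a B73 copy of each nuclear gene. In an F1, loss of the A188 contribution, whether the allele is silent or its reads were not counted against the reference, can lower a gene to no less than its B73 dose. It is argued against, as the whole cause, by the 72 IDs called lower by more than 8-fold. That count was 126 with library totals, 21 without a filter, 16 at equal depth and 43 at equal totals after TMM scaling. It was 0 where the filter required 10 counts in every library, with 6 IDs at an unadjusted p under 0.05. Of the 72, 63 had at most 3 counts in each hybrid library, and 41 were past 8-fold against that floor. Among IDs with 10 counts in every library, 57 were still called lower by more than 2-fold. This holds for those IDs, and the rest of the 515 may still include losses of the A188 contribution. Unequal depth is argued against as the whole cause by the 267 IDs still called lower by more than 2-fold at equal depth, 18.4% of those tested against 15.7% at full depth. Exchange of one library between genotypes is argued against by the correlations: the lowest Spearman correlation within a genotype exceeded the highest between genotypes by 0.502 over the tested IDs, by 0.202 over IDs with 10 counts in every library and by 0.128 over all IDs. An exchange of both libraries of a genotype, or another line in place of the labelled one, was not tested. Of the 3 ways to split the 4 libraries into pairs, 1 (the genotype split) gave 1662 or more calls. The others gave 0 each, with 9 IDs (by code) and 0 IDs (crossed) at an unadjusted p under 0.05. Those splits mix the genotypes within each group, so the genotype difference counts as spread and few calls were possible. For that reason, and because 3 splits are too few, a chance split is not excluded.

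Several explanations stay open. HiII plants that are not uniform F1 hybrids may carry only A188 copies in some chromosome stretches, and genes silent in A188 would then fall to 0. If so, lower calls could gather among neighbouring ID numbers. Over 62 blocks of 50 tested Zm00001d IDs in order of their number, calls per block ran from 3 to 15, and the variance was no larger than in permuted calls (permutation p = 0.547, one-sided, 10000 permutations). This does not decide the matter, because the files do not record that ID numbers follow chromosome order. Regulation in trans, and differences between plants in age, growth or time of harvest, are also open and were not tested.

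A different mix of tissues or cells is a further candidate explanation. The deposited IDs include loci named 24PHAS and 21PHAS, names used in maize for loci that yield phased small RNAs in anthers. These were lower in the hybrid. Summed over 84 loci, the 24PHAS counts were 649 and 391 CPM in the B73 libraries and 109 and 232 CPM in the hybrid libraries. As a single pooled feature their log2 fold change was -1.67 (SE 0.46, edgeR adjusted p = 0.00952), but the test against 2-fold gave an adjusted p of 0.0749. That test did not pass with DESeq2 size factors either (0.0858), but it passed with library totals (0.00378) and at equal depth (0.0246). Of the 35 loci with at least 5 counts, 20 were lower in the hybrid in both library pairs and 2 were higher in both. The largest locus held 13.8% of the B73 counts, and the fold difference of 3.05 was 2.80 without it. The 21PHAS loci, with 15 to 33 counts per library, had a pooled log2 fold change of -1.32 (edgeR adjusted p = 0.0335). Whether the fall is past 2-fold thus depends on the setting, and a fall within 2-fold could also come from A188 alleles that were not counted. Missing A188 alleles therefore stay open for these loci. Anther-like cells in the B73 libraries would conflict with the labels, which give whole seedlings at the V3 stage, roots and shoots, a stage without anthers. The B73 libraries held only 238 and 204 counts over the 84 loci. A background of reads spread over many IDs could also give such counts and was not tested. Abundant anther transcripts were not examined, because the IDs carry no names.

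Lists made from the symbols in the table point to more transcripts of green tissue in the hybrid libraries, as a hypothesis. Of 9 nuclear photosynthesis genes, 7 were higher and 0 lower (median log2 fold change 1.78, fry adjusted p = 0.0202 over the 5 lists tested), and the median was 1.00 with library totals. Of 23 plastid genome genes, 14 were higher and 0 lower (median 1.58, and 0.80 with library totals), with a fry adjusted p of 0.0509, which leaves a larger share of green tissue open. Which of these lists passed the threshold changed in a fit with the RPI code as a term. The plastid symbols called between codes were all lower in RPI11, such as cemA (log2 fold change -2.07), psaC (-1.12) and psbC (-0.85). Plastid counts thus also varied with the library. The method primes on poly(A) tails, and how well it captures plastid transcripts was not examined. A list of 12 genes drawn up for cell division was lower (6 tested, 3 called lower, 0 higher, median -0.94, and -1.72 with library totals). Its fry adjusted p was also 0.0509 (0.0339 unadjusted). The 6 tested were the tubulin genes TUBA1, TUBA3, TUBA5 and TUBA6, with HMGIY2 and MNB1B. These genes are not specific to dividing cells, so the list cannot decide whether the hybrid had a lower share of them. The 10 aquaporins tested went both ways, 4 higher and 3 lower (median 0.95, and 0.17 with library totals, fry adjusted p = 0.0509). Of the 4, TIP1-1 was not past the threshold with library totals (edgeR adjusted p = 0.578). The same held for the higher photosynthesis genes RBCS (edgeR adjusted p = 0.600) and TPT (0.132). It also held for the higher plastid genes ndhF (edgeR adjusted p = 0.244), rpl33 (0.142) and psbH (0.0829). The remaining higher calls of these lists stayed past the threshold with library totals. The 24PHAS loci tested, 5 in number, were each called lower (median -1.77, and -2.54 with library totals), with a fry adjusted p of 0.0509. Of the 21PHAS loci, 0 were tested singly. Setting the 1 ID at the floor in each of the aquaporin, photosynthesis and plastid lists to its bound left these medians as they were. With camera at its preset correlation, the photosynthesis, plastid and 24PHAS lists passed the threshold after adjustment, but no list did when the correlation was estimated (adjusted p = 0.370 for each list), which 4 libraries estimate poorly.

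The B73 libraries detected more IDs than the hybrid libraries at equal totals. A candidate cause was that the most abundant IDs take up more of the hybrid counts. With the 20 most abundant IDs left out and the remainder drawn to 85454 counts per library, B73 libraries had 13765 ± 224 detected IDs and hybrid libraries 10264 ± 457 (SD, n = 2). The lowest B73 library exceeded the highest hybrid library by 3019 IDs, which argues against that cause. A broader mix of cell types in B73, or a background of reads spread over many IDs, was not tested. Because low IDs take a larger share of the B73 totals, this difference also bears on the scaling.

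The redraws described here do not settle whether IDs share reads, but 3 pairs with high counts argue that some do. Under the criterion tried first, counts within 2% or within 1 count, whichever was larger, in each library, 8 pairs among 1027 IDs with at least 100 counts were near-identical, against at most 8 and a median of 3.5 in 20 Poisson redraws of the table. Under a criterion chosen after that result, a summed squared difference over expected variance of at most 0.2, there were 30 pairs against at most 22 and a median of 15. The redraws keep the mean of each ID, so IDs that share reads can stay near-identical in them, and 9 of the 20 redraws under the first criterion held 1 of the observed pairs. Neither comparison therefore decides whether reads were counted at more than one ID. Of the 8 pairs, 3 had at least 1000 counts for both IDs. In one of these, chosen after its values were seen, GRMZM5G815453 had 61592 counts and Zm00001d000279 had 62032 in the deepest library, and 7598 and 7712 in the shallowest. In another, Zm00001d033132 and Zm00001d033136 had 4988 and 5001, and 578 and 573. In the remaining pair, Zm00001d000261 and Zm00001d018168 had 849 and 855, and 137 and 137. Separate reads would rarely match this closely in every library. Whether shared reads were counted at each ID or divided between them was not tested. An alternative chosen after seeing the data kept 1 ID per set of the 30 pairs under the later criterion. It left 1644 calls among 3252 IDs. Those 30 pairs held 0 of the 20 most abundant IDs, so the pair of GRMZM5G815453 and Zm00001d000279 was not removed. Library totals and shares of counts may therefore hold some reads more than once.

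These values do not decide whether the deposited counts are molecules or reads. For IDs with 10 to 49 counts in a library pair, the chi-square statistic was 1.25 times its degrees of freedom in B73 (3459 IDs) and 1.60 times in the hybrid (4760 IDs), where pure sampling gives 1. An identifier of 10 bp has 1048576 possible sequences. The largest count, 379544 for Zm00001d019605 in the deepest library, is 36.2% of that number. If identifiers were collapsed per ID, the number of molecules behind it would be 471184, which is 24.1% more, and its share of that library would be 32.9% in place of 28.3%. A test that was tried and set aside asked whether the share of this ID fell with depth, as saturation of the identifiers would give. In the hybrid the share was 28.3% in the deeper library and 26.1% in the shallower, the opposite order, and in B73 it was 22.9% in the deeper and 23.99% in the shallower.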
